A study of Mus musculus with 8 samples. Its data were reported in "METTL14 promotes intimal hyperplasia through m6A-mediated control of vascular smooth muscle dedifferentiation genes" (2025).

How the data were processed

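Primary mouse vascular smooth muscle cells (VSMCs, the contractile cells of the artery wall) were transduced with virus that expressed either a control short hairpin RNA (shCTR) or one against Mettl14 (shMettl14), a subunit of the enzyme complex that writes N6-methyladenosine (m6A) into RNA. The series holds 8 samples. RNA fragments pulled down with an anti-m6A antibody (IP) and the fragments before pulldown (input) were sequenced for replicates A and B of each shRNA, which gives 4 IP and 4 input samples. Groups and replicate letters were taken from the sample titles.

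The authors aligned the reads to the mouse genome GRCm38 (mm10), kept uniquely mapped reads with SAMtools, and called peaks of each IP sample against its own input with MACS2. The labels and methods give neither the MACS2 version nor its options. One peak list per IP sample was deposited, so replicates were not pooled, and the input samples entered only as background. Each list gives an interval, a summit, the fold enrichment of IP over the local background at the summit, and −log10 of the p-value and of the q-value. The fold enrichment and both −log10 values are the authors' own values for a peak within its list. An interval with several summits is listed once per summit. The smallest −log10 q-value in the deposited lists was 2.01 in each. The authors also deposited 2 interval files, one per shRNA, described as the overlap of both replicates, with no value per interval. All 6 files were used.

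MACS2 writes the fold enrichment as the ratio of pileup to background after 1 is added to each, and its p-value is the Poisson chance of a higher pileup than the one observed. These relations were solved for the IP pileup (the number of overlapping fragments at the summit) and the background at each summit. A whole-number pileup matched both deposited values in 100% of summits of every list, with a largest error of 0.000151 in −log10 p. The smallest background of a list, shared by 227 to 582 summits, was taken as the genome-wide average, and the shortest interval as the fragment length the caller used. With the length of the assembly (2725521370 bp) as an upper limit for the caller's genome size, and if the shortest interval equals the fragment length, the IP reads behind the calls numbered at most 1453199 in shCTR A, 1115951 in shCTR B, 1725793 in shMettl14 A and 1016512 in shMettl14 B. Totals of sequenced or mapped reads were not analysed here. The recovered pileups carry counting error and variation between libraries. The low pileups (a median of 13 to 16 fragments per summit) limit the precision of any single peak.

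Fold enrichments of different lists rest on different backgrounds and depths. They were therefore used mainly to rank or filter peaks within a list, and lists were compared by presence and by rank. The exceptions were 1 alternative of the rank test, which compared log2 fold enrichment centred on the median of each list, and the comparisons of recovered pileups and backgrounds, which were scaled over regions. A uniform loss of m6A over all sites leaves ranks in place and cannot be seen by these measures. Overlaps were computed with BEDTools 2.31.1 with a minimum of 1 bp, and similarity of lists as the Jaccard index of covered bases. Regions were made by merging the intervals of the 4 lists where they shared at least 1 bp. For regions found in all 4 lists, the highest fold enrichment per list was ranked within the list and turned into a normal score, and shMettl14 was compared with shCTR with limma 3.58.1 (lmFit and eBayes, two-sided, R 4.3.3) without a replicate block. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. The study's methods name Fisher's exact test on peaks. The deposited lists hold ratios and −log10 values, so that test was run only on recovered pileups, with the replicates of a group summed. It therefore sets these libraries against each other and treats fragments, not cultures, as units. Because 4 lists form only 3 splits into pairs, no exact permutation test of a single value can give a p below 0.333.

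Summits were placed with the GENCODE M21 annotation of GRCm38 (55450 genes). Peak ends lay within the chromosome lengths of the reference assembly for each chromosome with peaks. One complete coding transcript per gene was used, the one with the longest coding sequence (21612 genes). Summits in exons of a single such transcript entered the stop codon and motif tests, and summits in the transcripts of several genes were left out (83 to 124 per list). The share of summits within 200 nt of the stop codon was set against 10000 draws of uniform positions in the same transcripts. The share with DRACH (D is A, G or T, R is A or G, H is A, C or T) within 50 nt was set against 1000 draws. Both draws were one-sided. A peak of a preset gene is any summit in an annotated exon of that gene. Positions are 1-based GRCm38 coordinates. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

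The genes named in the text were set before the data were examined. They are 9 genes that the study describes as losing m6A, with all their peaks, and the 3 control-only and 3 knockdown-only regions with the highest mean percentile of fold enrichment in the lists of their group, among regions with all summits in exons of a single gene. Regions past the rank test's threshold would have been named as well. Values of 1 of the 9 genes and of 1 of the control-only regions are not reported here, and counts over all genes or regions include them. Alternatives set at the same time were a −log10 q-value of at least 5, a fold enrichment of at least 4, distinct or merged intervals in place of summits, a reciprocal overlap of 50%, equal numbers of top peaks per list (8655), merging across gaps of up to 100 bp, other scores for the rank test, a replicate block, windows of 100 and 400 nt, the longest transcript per gene, the midpoint of the peak, GGACT in place of DRACH, and leaving out each list in turn. Fisher's exact test on recovered pileups, percentiles by recovered pileup, equal numbers of top intervals (7031) and GGACT in equal numbers of top peaks were added after the data had been seen.

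The rank test, Fisher's exact test, pileup recovery, presence patterns and the stop codon and motif shares were tested on simulated data. The rank test called 94 of 200 regions shifted by 2 normal scores among 4929, 169 of 200 shifted by 3, and 1 of 200 shifted by 1. With no shift it called 0 of 4929, with 263 at an unadjusted p under 0.05. Fisher's exact test called 158 of 200 regions whose simulated level had been lowered, and 5 unchanged regions. The simulated fall was larger than a log2 ratio of 1 and carried counting error only, so power for smaller falls was not tested. Recovery returned the true pileup in 1798 of 1798 simulated summits, and presence patterns were right in 600 of 600 simulated regions. Uniformly placed summits gave 1.00 times the expected share near stop codons (3918 summits) and 1.03 times the expected share with GGACT (3926 summits).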

Results

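To determine where m6A lay in the VSMC transcriptome and how it changed after Mettl14 knockdown, m6A-RIP-seq was performed on shCTR- and shMettl14-transduced mouse primary VSMCs, with 2 replicates (A and B) per shRNA. In this assay RNA fragments that carry m6A are enriched with an antibody, sequenced, and set against the input RNA. Each of the 4 IP samples had 1 peak list, called by the authors against its own input. The lists give no total read numbers. By the recovered background, and if the shortest interval equals the fragment length, the calls rested on at most 1453199 IP reads in shCTR A, 1115951 in shCTR B, 1725793 in shMettl14 A and 1016512 in shMettl14 B. The median pileup at a summit was 16 fragments in both shCTR lists, 14 in shMettl14 A and 13 in shMettl14 B. No list had a summit in an annotated exon of Mettl14 (ENSMUSG00000028114.16, chromosome 3, 123368297 to 123386108, minus strand), and a peak list does not measure transcript level, so the knockdown itself could not be checked with these data.

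The lists held 11158 summits in shCTR A, 8655 in shCTR B, 13675 in shMettl14 A and 9256 in shMettl14 B. The mean was 9907 ± 1770 (SD, n = 2) for shCTR and 11466 ± 3125 (SD, n = 2) for shMettl14. The ratio of shMettl14 to shCTR was 1.16, the difference was smaller than the spread between replicates, and the exact permutation test gave a two-sided p of 0.667 (n = 2 per group, smallest possible p 0.333). One list decided the direction, because without shMettl14 A the ratio was 0.934. Counting distinct intervals moved the ratio to 1.03, with 7791 ± 1053 (SD, n = 2) intervals for shCTR and 8046 ± 1435 (SD, n = 2) for shMettl14. The shortest interval was 141 bp in shCTR A, 170 bp in shCTR B, 97 bp in shMettl14 A and 112 bp in shMettl14 B. An interval held 1.31, 1.23, 1.51 and 1.32 summits on average in the same order.

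**Figure D1:**
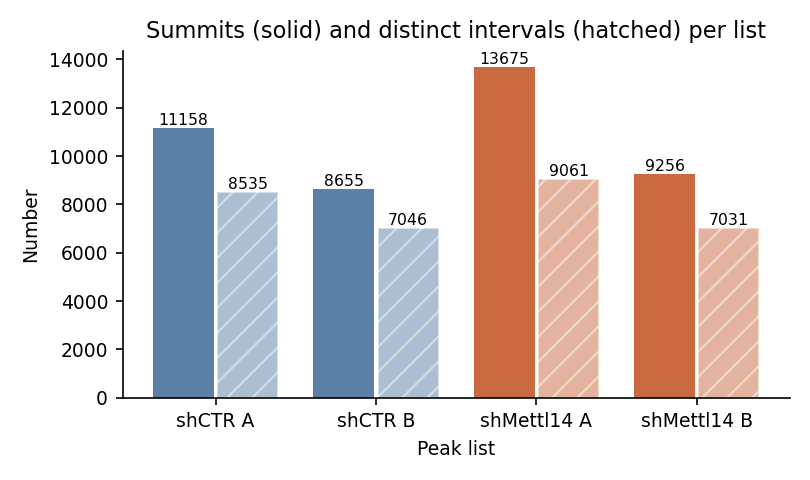
Number of peak summits (solid bars) and of distinct peak intervals (hatched bars) in each of the 4 lists, shCTR in blue and shMettl14 in orange. Summits range from 8655 to 13675, while intervals range from 7031 to 9061.

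Whether lists of one shRNA resembled each other more than lists of different shRNAs was examined next. The Jaccard index of covered bases was 0.587 between the shCTR replicates and 0.540 between the shMettl14 replicates. It was 0.588 between shCTR A and shMettl14 A, 0.548 between shCTR B and shMettl14 B, 0.538 between shCTR A and shMettl14 B, and 0.553 between shCTR B and shMettl14 A. The mean over pairs within a group (0.563) exceeded the mean over pairs between groups (0.557 ± 0.0220, SD over 4 pairs) by 0.00674, which is less than the spread between pairs. The split by letter gave a higher mean (0.568) than the split by shRNA. The alternative that moved this difference most, equal numbers of top peaks per list, gave 0.0186. In that setting the split by shRNA had the highest mean of the 3 splits, 0.577 against 0.566 for the split by letter and 0.551 for the crossed split. Of the shCTR intervals, 70.8% of those in A and 84.9% of those in B overlapped the other replicate by at least 1 bp. For shMettl14 these shares were 65.5% and 86.4%.

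Intersecting the replicates gave 6125 shared intervals for shCTR and 6142 for shMettl14. The authors' deposited overlap files held 6706 and 6440 intervals. All of these overlapped a peak of both replicates, but only 1 of the shCTR and 0 of the shMettl14 intervals were identical to an intersection. None was shorter than 200 bp, whereas intersections were as short as 4 bp and 2 bp. Of the deposited shCTR intervals, 2168 (32.3%) reached beyond the peaks of both lists, and 4276 (66.4%) of the shMettl14 intervals did. Between the deposited files, 5566 of 6706 shCTR intervals (83.0%) overlapped a shMettl14 interval, and 5439 of 6440 shMettl14 intervals (84.5%) overlapped a shCTR interval.

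Merging the 4 lists gave 11361 regions. Of these, 4929 (43.4%) had a peak in all 4 lists and 3307 (29.1%) in exactly 1. To find sites lost or gained after knockdown, regions found in both lists of one group and in neither list of the other were counted. There were 194 such control-only regions and 203 knockdown-only regions, 397 in all. The other splits of the same lists give the number that differences between libraries produce without regard to shRNA. The split by letter gave 771 regions for the A lists and 137 for the B lists (908 in all), and the crossed split gave 170 and 272 (442 in all). The split by shRNA thus gave the fewest pair-specific regions of the 3 splits. The counts depended on list size. With equal numbers of top peaks per list they were 342 control-only and 97 knockdown-only regions, and the totals were then 439 for the split by shRNA, 612 for the split by letter and 385 for the crossed split. Leaving out 1 list also moved them. There were 647 control-only and 668 knockdown-only regions without shCTR A, 1229 and 383 without shCTR B, 780 and 656 without shMettl14 A, and 341 and 1569 without shMettl14 B.

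**Figure D2:**
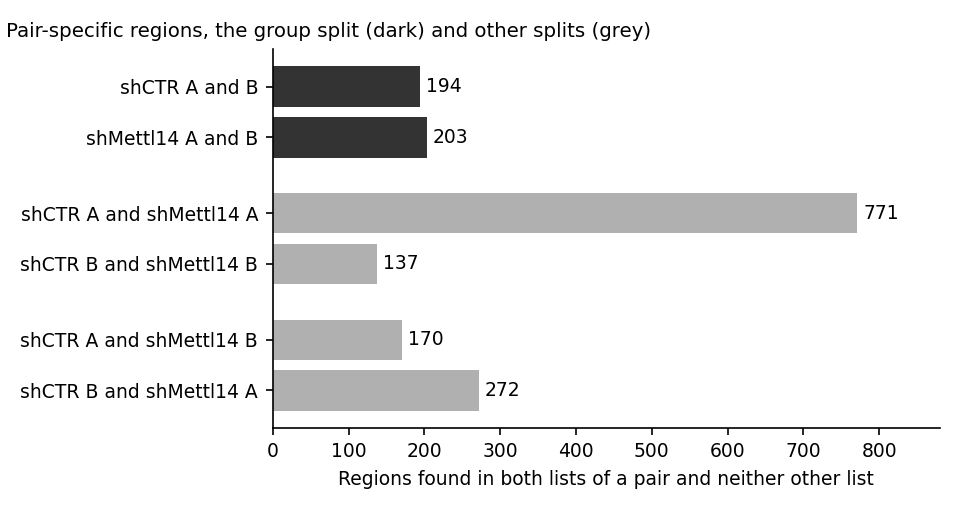
Number of regions with a peak in both lists of the named pair and in neither other list, for the split by shRNA (dark bars) and the other splits of the 4 lists (grey bars). The split by shRNA gave 194 and 203 regions, and the A lists of both shRNAs shared 771.

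Among the 134 control-only regions in exons of a single gene, the 2 with the highest mean percentile of fold enrichment lay in Akap1 (ENSMUSG00000018428.15, chromosome 11, 88841223 to 88841427, in an exon outside the transcript chosen for the gene) and Myom1 (ENSMUSG00000024049.15, chromosome 17, 71126368 to 71126613, 3′ UTR). Their mean percentiles within the shCTR lists were 67.5 and 66.8. Their summits held 13 fragments in shCTR A and 12 in shCTR B for Akap1, and 13 and 18 for Myom1. Among the 135 knockdown-only regions of this kind, the 3 highest lay in Usf3 (ENSMUSG00000068284.14, chromosome 16, 44218049 to 44218326, coding sequence), Flt3l (ENSMUSG00000110206.1, chromosome 7, 45131266 to 45131391, in an exon outside the chosen transcript) and Irs2 (ENSMUSG00000038894.7, chromosome 8, 10985117 to 10985278, 3′ UTR). Their mean percentiles within the shMettl14 lists were 76.4, 70.5 and 70.4, with 16 and 16, 13 and 11, and 12 and 9 fragments in A and B. No replicate test applies to a single region that is present in one group, and the other splits of the lists gave more pair-specific regions in total.

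To find regions whose place within the list changed, the 4929 regions found in all 4 lists were ranked by fold enrichment within each list. With limma on normal scores, 0 regions had an adjusted p-value under 0.05, and the smallest adjusted p was 0.796. At an unadjusted p under 0.05 there were 243 regions (4.93%), 119 higher and 124 lower in shMettl14. The letter split gave 323 such regions and the crossed split 192. Spearman correlations of the ranks, across regions and so not over independent replicates, were 0.701 and 0.696 within groups and 0.689 to 0.730 between groups. Fisher's exact test on recovered pileups, chosen after the data had been seen, also gave 0 regions at an adjusted p under 0.05, with 158 regions at an unadjusted p under 0.05. Of these, 23 had an absolute log2 ratio over 1, with 4 lower and 19 higher in shMettl14. Both tests covered only regions with a peak in all 4 lists. A site that lost its peak in a shMettl14 list, or gained a peak absent from a shCTR list, was therefore not tested. The letter split gave 67 regions by the same thresholds and the crossed split 10. At an adjusted p under 0.05 Fisher's exact test gave 32 regions for the letter split and 0 for the crossed split, with 117 of the latter at an unadjusted p under 0.05.

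The study examined whether m6A lay close to stop codons. Summits within 200 nt of the stop codon made up 26.8% ± 0.0311 (SD, n = 2) of exonic summits in coding transcripts for shCTR and 26.3% ± 1.21 (SD, n = 2) for shMettl14. Uniform placement in the same transcripts gives 9.83% to 9.97%. The enrichment was 2.69-fold in shCTR A, 2.72-fold in shCTR B, 2.58-fold in shMettl14 A and 2.76-fold in shMettl14 B, and the draws gave a one-sided p of 1e-04 in each list, the smallest they can give. The groups differed by −0.508 percentage points, less than the spread between the shMettl14 replicates. The alternative that moved the enrichment most was a window of 400 nt, which gave a mean of 2.13-fold. The difference between groups was 0.0200 points within 100 nt and 0.0585 points within 400 nt. Without shMettl14 A it was 0.346 points within 200 nt.

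**Figure D3:**
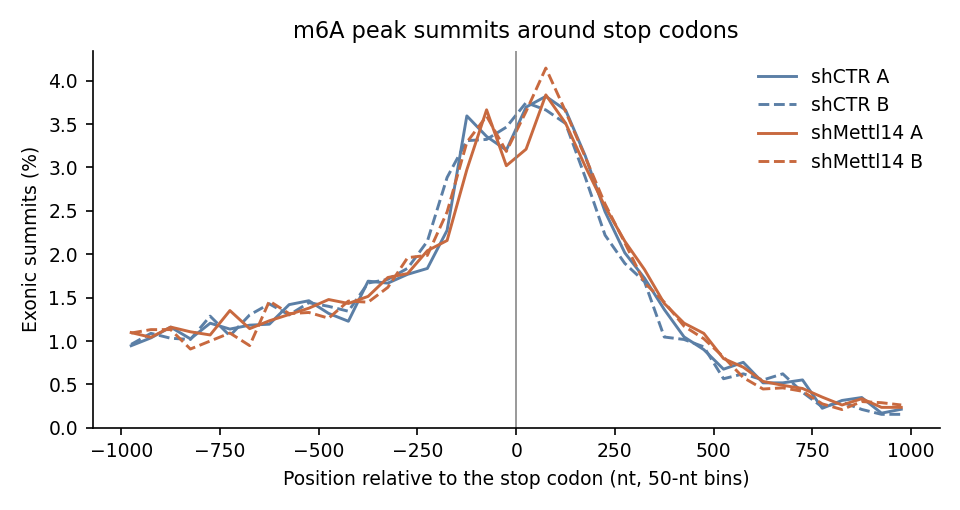
Share of exonic summits (%) in 50-nt bins of transcript position relative to the stop codon (0), for shCTR (blue) and shMettl14 (orange), replicate A solid and B dashed. All 4 lists peak close to the stop codon and lie on top of each other, with 25.4% to 27.1% of summits within 200 nt.

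By transcript part, 54.2% ± 1.97 (SD, n = 2) of shCTR summits and 54.0% ± 0.619 (SD, n = 2) of shMettl14 summits lay in coding sequence. The 3′ UTR held 25.1% ± 0.650 (SD, n = 2) in shCTR and 26.3% ± 0.590 (SD, n = 2) in shMettl14, a difference of 1.18 percentage points that exceeded the SD of both groups, although 2 lists per group cannot reach a p below 0.333. The 5′ UTR held 2.26% ± 0.175 and 1.96% ± 0.139, a difference of −0.300 points that also exceeded the SD of both groups. With the midpoint of the peak in place of the summit it was −0.219 points, within the shCTR SD of 0.223. The 3′ UTR difference was then 1.07 points and still exceeded the SD of both groups. Introns held 7.37% ± 1.18 and 6.70% ± 0.703, and intergenic sequence 4.48% ± 0.406 and 4.37% ± 0.278 in shCTR and shMettl14 (SD, n = 2 each). Exons of noncoding genes held 2.85% ± 0.0172 (SD, n = 2) and 2.92% ± 0.0313 (SD, n = 2), a difference of 0.0643 points that exceeded the SD of both groups. With equal numbers of top peaks per list the intron difference was −1.03 points, from 6.57% ± 0.0490 (SD, n = 2) to 5.55% ± 0.621 (SD, n = 2), and then exceeded the SD of both groups as well, whereas without shCTR A it was 0.159 points with all peaks.

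The m6A consensus DRACH lay within 50 nt of 95.5% ± 0.111 (SD, n = 2) of shCTR summits and 95.1% ± 0.958 (SD, n = 2) of shMettl14 summits, against 85.9% to 86.1% of random positions in the same transcripts. The more specific GGACT lay within 50 nt of 22.2% ± 1.27 (SD, n = 2) and 20.3% ± 1.72 (SD, n = 2), against 10.6% to 10.7% of random positions. For both motifs the draws gave a one-sided p of 0.001 in each list, the smallest they can give. The group differences of −0.466 points for DRACH and −1.97 points for GGACT were within the SD of the shMettl14 lists for DRACH and just above it for GGACT, with an exact permutation p of 0.667 for the latter (two-sided, n = 2 per group). Without shMettl14 A the DRACH difference was 0.211 points. Within 100 nt of the summit it was 0.0517 points, but there 99.5% to 99.7% of the summits of a list had the motif. With equal numbers of top peaks per list, chosen for GGACT after the data had been seen, its shares were 22.9% ± 0.329 (SD, n = 2) and 21.5% ± 0.551 (SD, n = 2). That difference of −1.42 points exceeded the SD of both groups, and its exact permutation p was 0.333, the smallest possible (two-sided, n = 2 per group).

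For the 9 genes that the study describes as losing m6A, the change was measured as the mean within-list percentile of fold enrichment over the gene's peaks. The study names these genes for lower expression as well as lower m6A. The list was chosen on these samples, so it is not independent evidence. Of the 8 genes with peaks in both groups, 5 had a lower mean percentile in shMettl14 and 3 a higher one. When only the strongest peak within 400 nt of the stop codon was used, 3 of 7 genes were lower. By −log10 p, 6 of 8 were lower. By percentile of recovered pileup, chosen after the data had been seen, 8 of 8 were lower. This count takes no account of spread. By that measure Fbln2 (−2.58 points), Pdgfra (−10.8) and Pdgfrb (−0.537) changed by less than the SD of either group. The changes of Klf4, Col1a1 and Col5a2 exceeded the SD of both groups. Over the 12 regions of 7 of these genes found in all 4 lists, 0 passed an adjusted p of 0.05 in the limma rank test over all regions, and 0 passed when adjusted over the list alone. At an unadjusted p under 0.05 there was 1, a Fbln2 coding region (chromosome 6, 91252308 to 91252532) with a change of −1.18 ± 0.51 normal scores (SE), an adjusted p of 0.951 over all regions and 0.356 adjusted over the list alone. The rank was lower in 9 of the 12 regions and higher in 3.

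Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466, minus strand) encodes a transcription factor. It had 5 summits in shCTR A, 4 in shCTR B, 8 in shMettl14 A and 5 in shMettl14 B. The strongest within 400 nt of the stop codon lay in the 3′ UTR, in an interval of 55527618 to 55528365 in shCTR A. It stood at percentiles 87.4 and 87.6 in the shCTR lists (48 and 40 fragments) and at 82.7 and 71.3 in the shMettl14 lists (34 and 24 fragments). The mean over all Klf4 summits was 49.6 ± 0.0797 (SD, n = 2) in shCTR and 45.0 ± 6.42 (SD, n = 2) in shMettl14, which is within the spread between the shMettl14 replicates. These means cover different sets of summits. A 5′ UTR summit was present in shMettl14 A (55531993 to 55532207, 11 fragments) and shMettl14 B (55532025 to 55532136, 12 fragments) and in neither shCTR list. Coding summits at 55528260 and 55530344 in shMettl14 A, at percentiles 1.56 and 5.35, also had no counterpart in the shCTR lists. The coding summit at 55530112 in shCTR A and 55530158 in shCTR B was absent from shMettl14 B. The change was −4.62 points, −0.0828 without shMettl14 A and −9.16 without shMettl14 B. By −log10 p it was −9.82 points, from 60.6 ± 4.50 (SD, n = 2) to 50.7 ± 4.66 (SD, n = 2), and exceeded the SD of both groups. For the strongest stop codon peak it was −10.5 points, from 87.5 ± 0.0858 to 77.0 ± 8.08 (SD, n = 2 each). By recovered pileup, chosen after the data had been seen, it was −7.71 points. The means were then 74.0 ± 3.91 and 66.3 ± 1.80 (SD, n = 2 each). Both of these changes also exceeded the SD of both groups. The rank test of the stop codon region gave −0.50 ± 0.49 normal scores (SE, adjusted p 0.999 by limma). The DRACH site nearest to the median of these summits was GAACA with its A at 55527873, 254 nt past the start of the stop codon (transcript sequence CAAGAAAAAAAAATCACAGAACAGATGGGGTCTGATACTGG).

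Pdgfra (ENSMUSG00000029231.15, chromosome 5, 75152292 to 75198215, plus strand) had 1 summit per list in the 3′ UTR, 186 to 216 nt past the start of the stop codon. Its percentile was 93.8 ± 4.14 (SD, n = 2) in shCTR and 76.8 ± 14.4 (SD, n = 2) in shMettl14, a change of −17.0 points that exceeded the SD of both groups. It was −6.84 points without shMettl14 B and −27.2 without shMettl14 A. By −log10 p it was −17.4 points and again exceeded the SD of both groups. By recovered pileup, chosen after the data had been seen, it was −10.8 points. That is within the SD of both groups (15.2 in shCTR and 15.8 in shMettl14). The rank test gave −0.96 ± 0.50 normal scores (SE), with an adjusted p of 0.993 over all regions and 0.402 adjusted over the list alone (limma). Lpar2 (ENSMUSG00000031861.15, chromosome 8, 69822429 to 69831102) had 1 summit in each shCTR list, 36 and 6 nt past the start of the stop codon, and none in either shMettl14 list. These summits held 8 and 6 fragments, and 27.5% to 36.1% of the summits of a list held 10 or fewer, so a loss could not be told from a missed call at this depth.

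For another 5 genes the size of the change depended on the measure. Col1a1 (ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042) had 1 summit per list at the stop codon, 3.17 to 11.9 in percentile in shCTR and 1.18 to 4.59 in shMettl14. Its change of −4.63 points was −0.278 without shCTR A and −8.99 without shCTR B. By −log10 p its percentile went from 67.3 ± 15.5 (SD, n = 2) to 40.9 ± 0.501 (SD, n = 2), a change of −26.4 points that exceeded the SD of both groups. Fbln2 (ENSMUSG00000064080.12, chromosome 6, 91212455 to 91272540), with 8 to 11 summits per list, changed from 17.5 ± 1.70 (SD, n = 2) to 11.8 ± 6.25 (SD, n = 2). This change of −5.69 points was −1.27 without shMettl14 A and −10.1 without shMettl14 B, and 5.86 for the strongest peak within 400 nt of the stop codon. By −log10 p it was −16.5 points, from 68.4 ± 7.89 (SD, n = 2) to 51.8 ± 4.12 (SD, n = 2), and exceeded the SD of both groups. Both changes of the Fbln2 means compare different sets of summits. The summit at 91254442 in shCTR A and 91254449 in shCTR B (percentiles 33.1 and 62.8) was absent from shMettl14 A. Summits at 91250877 in shMettl14 A and 91250872 in shMettl14 B (20.7 and 22.6) were counted in neither shCTR list. Col18a1 (ENSMUSG00000001435.15, chromosome 10, 77052178 to 77166548) had no summit in shCTR A. In the remaining lists its coding summits averaged 49.2 in shCTR B, 31.3 in shMettl14 A and 43.1 in shMettl14 B. The change of these averages, −12.0 points, was −6.11 without shMettl14 A. The averages cover different sets of summits, because shMettl14 A lacked the summit at 77112517 in shCTR B. At the summit that these lists shared, the percentiles were 33.8 in shCTR B, 31.3 in shMettl14 A and 30.6 in shMettl14 B. Col5a2 (ENSMUSG00000026042.16, chromosome 1, 45374321 to 45503282) rose from 46.4 ± 24.1 (SD, n = 2) to 66.1 ± 2.89 (SD, n = 2), which is within the spread between the shCTR replicates, and the rise was 2.65 points without shCTR A and 36.8 without shCTR B. By −log10 p the change was 1.64 points and by recovered pileup −3.99 points. Pdgfrb (ENSMUSG00000024620.11, chromosome 18, 61045150 to 61085061), with 4 or 5 summits per list in the 3′ UTR, changed by 2.18 points, less than the SD of the shMettl14 replicates. The change was 0.521 points without shMettl14 A, 3.85 without shMettl14 B and −0.330 by −log10 p.

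**Figure D4:**
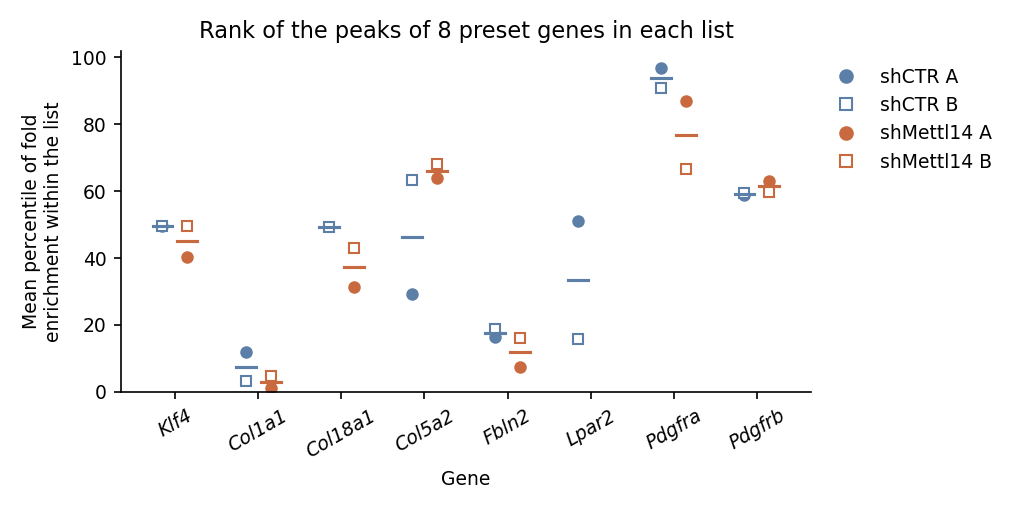
Mean within-list percentile of fold enrichment over the peaks of each of 8 of the 9 genes, shCTR in blue and shMettl14 in orange, circles for replicate A, squares for B and lines for group means. Pdgfra falls by 17.0 points with replicates far apart, and Lpar2 has no shMettl14 value.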

Values the study reported

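The study reported that m6A near the stop codon of Klf4 was de-enriched after Mettl14 knockdown, within a range of about 50%–90%, together with a lower level of the transcript. Sequencing of the m6A-RIP-seq libraries was single-end, with 20M reads for each sample. Its threshold for an altered peak was P < 0.05 in Fisher's exact test with a log2 fold change greater than 1.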

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

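Alternatives chosen after the data had been seen are named as such where they appear.

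The ratio of shMettl14 to shCTR peak numbers was 1.16. It moved to 1.03 for distinct intervals and to 1.03 for intervals merged within a list, and it ran from 0.934 to 1.38 across the 4 settings that each left out one list. The change to intervals follows from its construction, which counts the summits of an interval once. Stricter q-value and fold limits kept it within its spread.

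The difference in Jaccard index stayed within its spread under a reciprocal overlap, a stricter q-value and equal numbers of top peaks, and so did the number of shared intervals within 1.5 times under the first 2 of these. Control-only and knockdown-only regions numbered 342 and 97 with the same number of top peaks by q, against 194 and 203 with all peaks. Leaving out each list in turn gave 341 to 1229 control-only and 383 to 1569 knockdown-only regions, because the remaining list of the reduced group then decides alone whether that group holds or lacks a peak. The highest counts came without shCTR B (control-only) and without shMettl14 B (knockdown-only), where a peak in the A list was enough. With the same number of top intervals, chosen after the data had been seen, the counts were 236 and 190. At a −log10 q-value of at least 5 they were 237 and 159.

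The rank test called 0 regions with each score and with an eBayes trend, with 211 to 253 at an unadjusted p under 0.05, and 0 in Fisher's exact test on recovered pileups (chosen after the data had been seen), with 158. With the replicate letter as a block it also called 0 regions, with 292 at an unadjusted p under 0.05 against 243 without the block. Across regions the difference between A and B in shCTR correlated at 0.0795 with that in shMettl14, which is below the 0.1 set for pairing. With 2 pairs this does not settle whether the letters mark something shared, and other measures differed by letter, with 32 regions past an adjusted p of 0.05 in Fisher's exact test for the letter split against 0 for the split by shRNA. The rank test was not run without single lists, which would leave 1 list in a group.

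Stop codon enrichment stayed at 2.10-fold or more in each list under the other windows, the longest transcript, the stricter q-value and equal numbers of top peaks. Motif enrichment stayed at 1.02-fold or more in each list within 100 nt, for GGACT and with equal numbers of top peaks. It was not run with the longest transcript or the stricter q-value. Within 100 nt, DRACH lay near 97.2% to 97.3% of random positions. That leaves little room for enrichment or for a group difference, so this window says little about either. The group difference in stop codon share was −0.508 points and lay between −1.36 and 0.346 points when single lists were left out, so its direction rests on shMettl14 A, and it was positive as well within 100 nt (0.0200) and 400 nt (0.0585). The difference for DRACH ran from −1.14 to 0.211 points, positive without shMettl14 A, and was also positive within 100 nt of the summit (0.0517). The difference in motif share was −1.97 points for GGACT against −0.466 for DRACH. For GGACT with equal numbers of top peaks, chosen after the data had been seen, it was −1.42 points, and the cause was not tested further. The 3′ UTR difference stayed positive, from 0.724 to 1.64 points, when single lists were left out, and the difference in coding sequence ran from −1.60 to 1.18 points. The 5′ UTR difference stayed negative, from −0.424 to −0.176 points, and that of noncoding exons positive, from 0.0422 to 0.0865 points. Intron and intergenic differences changed sign without shCTR A (0.159 and 0.173 points), and the intergenic one also without shMettl14 B (0.0821 points). The difference for other exons of coding genes, 0.0487 points, was −0.1502 with equal numbers of top peaks and −0.00690 without shCTR A, and the cause was not tested.

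The number of preset genes with a lower mean percentile, 5 of 8, was 3 of 7 for the strongest peak within 400 nt of the stop codon, where Fbln2 reversed to 5.86 points. It was 8 of 8 by recovered summit pileup, chosen after the data had been seen, where Col5a2 (−3.99) and Pdgfrb (−0.537, within the SD of both groups) reversed. By −log10 p it was 6 of 8, where Pdgfrb reversed to −0.330, and Klf4 (−9.82), Col1a1 (−26.4), Fbln2 (−16.5) and Col5a2 (1.64) moved without a change of direction. Without shCTR B, where Col18a1 has no change to give, it was 4. Pileup and −log10 p weigh the number of fragments, fold enrichment the ratio to background, and the cause of each reversal was not tested further. In the other 39 single-gene alternatives the change differed from its main value by less than the larger SD of the groups. The change itself could still exceed the SD of both groups, as for the strongest stop codon peak of Klf4. Low depth limits Lpar2 most plainly, whose summits held 8 and 6 fragments, and in part Col18a1, with 7 to 13 fragments per summit.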

Other observations

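The tests of differences between libraries in region presence, of summit splitting, and of pileups and backgrounds against random lists were chosen after the results had been seen.

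Pair-specific regions were no more common between shRNAs than between other pairs of lists, since 3 of the 3 splits gave at least 397 of them. In the alternatives with equal numbers of top peaks, equal numbers of top intervals or a −log10 q-value of at least 5, the crossed split gave somewhat fewer regions than the split by shRNA (385 against 439, 415 against 426 and 384 against 396). The A lists, which rested on more reads, shared the largest number when all peaks were used (771), but with equal numbers of top peaks they shared 223, against 389 for the B lists and 342 for the shCTR lists. Differences between single libraries may therefore account for the number of regions found in only one group. Weak peaks are another candidate explanation. These regions had a median pileup of 7.5 fragments, against 19.8 in regions found in all 4 lists. At an unchanged level, 82 of the 397 had a Poisson chance of being missed in both other lists under 0.001. The share (20.7%) was about the same for the letter split (22.6%) and the crossed split (20.8%). Poisson counting leaves out variation between libraries, so this number cannot separate a lost site from a missed call. A change in m6A after knockdown stays open for single regions.

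The higher summit number in shMettl14 may come from summit splitting. The shMettl14 lists had shorter minimum intervals, and the ratio was 1.03 once each interval was counted once, within 0.0451 (SD of the ratios by letter) of 1. Splitting may also bear on the excess of control-only over knockdown-only regions in lists of 8655 summits each, in which shMettl14 A kept 5777 intervals and shCTR B 7046. In lists of equal interval number the ratio of control-only to knockdown-only regions was 1.24, against 3.53 in lists of equal summit number.

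In Fisher's exact test on recovered pileups, 2 of the 3 splits gave at least the 23 regions of the split by shRNA, which lay between the letter split and the crossed split. With 3 splits, an effect of the shRNA and differences between single libraries cannot be told apart for these regions. Pileups were scaled to their sum over regions in all 4 lists, so a uniform loss would not appear. Sites that lacked a peak in any of the lists were not tested.

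The recovered pileup at the 12 regions of preset genes was lower in shMettl14, relative to the median region, in 12 of 12. The median relative log2 change was −0.27. Only 0.26% of 10000 random lists of regions matched on mean pileup had a median as low (median of random lists −0.05), which argues against a fall of all strong regions as the source. The 12 regions lie in 7 genes, and regions of the same gene are not independent. The random lists were matched on pileup and not on this, so 0.26% may be too small. The study chose these genes on these samples, so some excess is expected from the choice alone. The study also reports lower expression of these genes, so lower transcript abundance remains possible as the source. The recovered background was lower in 7 of the 12 regions, and 35.8% of random lists had a median background change as low, so the regions went both ways and abundance and m6A cannot be told apart. For the 9 regions with a lower rank, the median relative log2 background change was 0.0797, with 4 of the 9 lower. Fold enrichment divides by the background, so choosing regions by a lower rank favours a higher background. These 9 regions therefore cannot test whether lower transcript abundance is the source, which stays open.

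The relative pileup was 20.9% lower in shMettl14 for the stop codon region of Klf4. That fall is smaller than the value quoted from the study above, and the measures differ, since a pileup is scaled to other regions. The IP reads behind the calls numbered at most 1016512 to 1725793 per list. That is lower than the sequencing depth quoted from the study above, which counts sequenced reads and not those kept for calling.

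The deposited overlap intervals were not the intersections of the deposited lists. Padding of short intersections to 200 bp was tested as a candidate explanation. Only 169 intervals were exactly 200 bp long, fewer than the 283 of the next length, which argues against padding. Overlap files made from another run of the peak caller remain possible and were not tested. No biological explanation was tested for this pattern.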
